# MEIRLOP: improving score-based motif enrichment by incorporating sequence bias covariates

**DOI:** 10.1186/s12859-020-03739-4

**Published:** 2020-09-16

**Authors:** Nathaniel P. Delos Santos, Lorane Texari, Christopher Benner

**Keywords:** Motif enrichment, Logistic regression, Differential analysis, ChIP-seq, MEIRLOP, Score-based

## Abstract

**Background:**

Motif enrichment analysis (MEA) identifies over-represented transcription factor binding (TF) motifs in the DNA sequence of regulatory regions, enabling researchers to infer which transcription factors can regulate transcriptional response to a stimulus, or identify sequence features found near a target protein in a ChIP-seq experiment. Score-based MEA determines motifs enriched in regions exhibiting extreme differences in regulatory activity, but existing methods do not control for biases in GC content or dinucleotide composition. This lack of control for sequence bias, such as those often found in CpG islands, can obscure the enrichment of biologically relevant motifs.

**Results:**

We developed Motif Enrichment In Ranked Lists of Peaks (MEIRLOP), a novel MEA method that determines enrichment of TF binding motifs in a list of scored regulatory regions, while controlling for sequence bias. In this study, we compare MEIRLOP against other MEA methods in identifying binding motifs found enriched in differentially active regulatory regions after interferon-beta stimulus, finding that using logistic regression and covariates improves the ability to call enrichment of ISGF3 binding motifs from differential acetylation ChIP-seq data compared to other methods. Our method achieves similar or better performance compared to other methods when quantifying the enrichment of TF binding motifs from ENCODE TF ChIP-seq datasets. We also demonstrate how MEIRLOP is broadly applicable to the analysis of numerous types of NGS assays and experimental designs.

**Conclusions:**

Our results demonstrate the importance of controlling for sequence bias when accurately identifying enriched DNA sequence motifs using score-based MEA. MEIRLOP is available for download from https://github.com/npdeloss/meirlop under the MIT license.

## Background

Transcription factors (TFs) mediate transcriptional responses, inducing or repressing transcription of genes by binding to DNA at regulatory regions and recruiting RNA polymerase or accessory factors [1]. Motif enrichment analysis (MEA) of regulatory sequences is a method used to identify over-represented DNA sequence patterns (motifs) in regulatory regions [2, 3]. Bioinformatics methods usually represent TF binding motifs as position weight matrices (PWMs), which describe the DNA-binding specificities of transcription factors, and can predict potential binding sites in regulatory regions [4, 5]. Researchers use the enrichment of TF binding motifs to infer which TFs may contribute to specific transcriptional responses by binding those motifs in regulatory region sequences [6]. This enables the inference of which TFs mediate a cell’s transcriptional response to a condition, such as infection or disease state, marking those TFs as potential therapeutic targets.

When using most MEA methods, regulatory regions are typically scored by their biological response in transcriptomic or epigenomic assays. For example, H3K27ac localization on chromatin serves as a marker for active regulatory regions [7]. MEA on differential H3K27ac ChIP-seq data can reveal which motifs and TFs regulate transcription in regions that change their activity in response to stimulation [8]. Researchers typically filter these regulatory regions by a score threshold and place them into sets to yield contrasting categories (e.g., regulatory regions with higher activation levels after stimulation vs. those with lower activation levels after stimulation) (Fig. 1a,b). Then, motif scanners detect motifs in sequences within those categories, followed by set enrichment tests (e.g. the Fisher exact test) which determine the overrepresentation of motifs in each category. This allows the imputation of motifs and transcription factors that influence transcriptional response in those conditions (Fig. 1b). We term this process set-based MEA, for its thresholding of sequences into categorical sets.

**Fig. 1:**
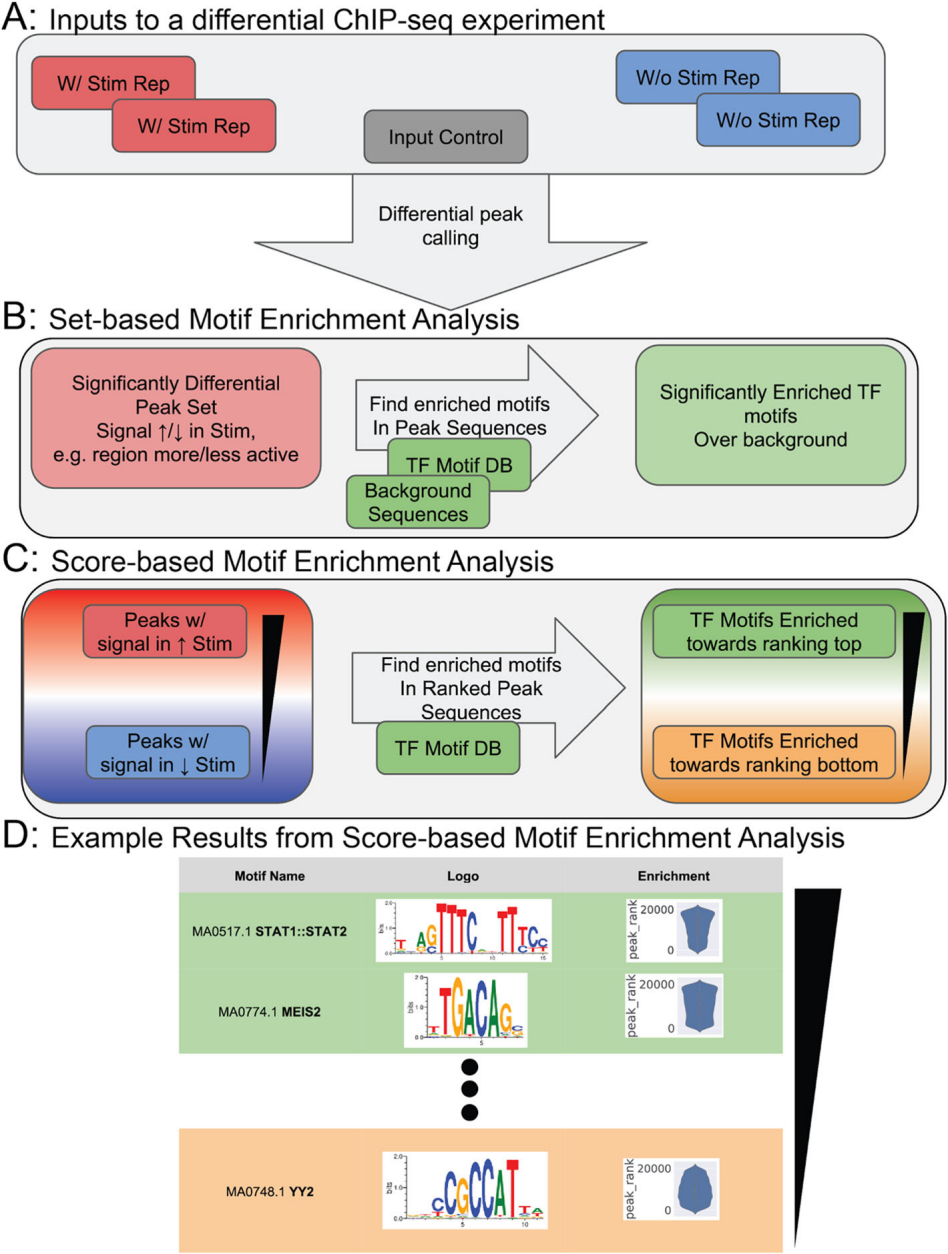
Motif enrichment analysis can be based on discrete sets of sequences or scored sequences. **a** Diagram of inputs to a typical differential ChIP-seq binding experiment, consisting of replicates in stimulated and unstimulated conditions, and an input experiment(s). **b** Diagram of set-based motif enrichment methods. These methods receive significantly differentially regulated subsets of regulatory sequences (e.g. peaks) and return a significantly enriched subset of TF motifs. **c** Diagram of score-based motif enrichment methods. These receive a list of scored sequences based on differential signal between stimulated and unstimulated conditions, then return TF motifs enriched towards the top or bottom of the scored sequences. **d** Illustration of the potential output of a score-based enrichment method, featuring motif name, motif logo, and a description of the enrichment of a motif towards the top or bottom of scored sequences

However, this thresholding ignores how the magnitude of a regulatory region’s response can occur along a continuum, and removes relevant information from the score: For example, by collapsing strongly activated and weakly activated regulatory regions into the same set of “activated regulatory regions”, set-based MEA obscures potentially important differences between those two categories. In addition, preset thresholds can lead to few regulatory regions being present in one or more sets, reducing confidence in downstream enrichment results. Such sparsity can occur because of technical reasons: the choice of underlying normalization and differential assay analysis influences the number of genomic features that pass thresholds for differential expression/activation [9, 10]. When this occurs, a researcher may attempt to revisit the underlying scores, applying different thresholds to achieve a suitable enrichment: However, after testing many thresholds, a significant enrichment can appear purely by chance. This motivates the use of score-based MEA that uses the biological response scores of regulatory regions directly.

Threshold-free motif enrichment asks: Given a list of TF binding motifs and a sorted list of scored/ranked sequences, what motifs are enriched at the top or bottom of that list (Fig. 1c, d)? This follows from the fact that most biological data, differential or otherwise, naturally lends itself to ranking [11]. While individual regulatory regions may not fulfill pre-set thresholding criteria for significantly differential signal, motifs may appear in regulatory regions biased towards the top or bottom of a list, showing a correlation with the quantities underlying any potential differential signal thresholds. This concept has precedence in gene expression and ontology analyses: GSEA Prerank identifies significantly enriched gene sets at the top or bottom of a differential ranking of genes [12].

Related work has developed multiple score-based MEA methods for inferring relevant TFs. A handful of implementations share many similarities with set-based MEA, except that they determine a data-driven partitioning threshold along the scored regulatory regions. The chosen threshold maximizes the resulting enrichment from a Fisher exact test or hypergeometric test [13, 14]. An alternative method is to perform a rank-sum test, comparing the score ranks of regulatory regions that contain a motif against those that do not. Other strategies involve finding the correlation between the strength of a motif in a regulatory region’s sequence against the score of the regulatory region, under the reasoning that stronger instances of a relevant motif should contribute more to the score. The software package AME (from the MEME suite) implements many of these strategies, including variable threshold Fisher exact tests, rank-sum MEA, and correlation with Pearson coefficients for linear correlation, as well as Spearman coefficients for rank correlation [2].

One complication that can arise when performing MEA is that a nonrandom distribution of nucleotide or dinucleotide frequencies can lead to a bias in sequence content among sets of regulatory region sequences. Thus, MEA methods that do not control for this effect may assign significance to a motif that preferentially recognizes sequences favored by the biased sequence composition. For example, CpG islands are present in promoter regions of genes, so a motif scanner is more likely to observe GC-rich motifs there by chance. Similarly, dinucleotides found in the first two bases of codons may be over-represented in DNA sequence sampled near coding exons, and thus can contribute to spurious enrichment values for motifs over-represented near intron borders [15]. Multiple set-based MEA methods control for this effect: AME and CentriMo from the MEME Suite allow specification of a control sequence file for comparative motif enrichment, and can generate the control/background sequences by shuffling dinucleotides from the target sequence set [2, 3].. HOMER can automatically select sequences from a reference genome that resemble the GC content of a target set of motifs, and can also re-weight a sequence’s contribution to a contingency table to minimize differences in weighted dinucleotide frequency between sets [16]. Methods such as Pscan/Pscan-ChIP, CLOVER, BiasAway, and GENRE generate or retrieve background sequences to control for sequence properties of a target sequence set [6, 15, 17–19]. However, such control is absent in current score-based MEA methods that identify motifs through a PWM.

To provide a score-based MEA method more robust to covariate effects, we developed MEIRLOP (Motif Enrichment In Ranked Lists of Peaks) [20]. MEIRLOP uses logistic regression to model the probability of a regulatory region sequence containing a motif as a function of a regulatory region’s activity score. To account for sequence bias, our method derives covariates from the dinucleotide frequencies of the regulatory region sequences, and incorporates these into the logistic regression model. The regression model’s coefficient for the score then summarizes whether a motif is more likely to appear in regulatory regions with higher or lower response scores. In addition, we avoid multicollinearity in the logistic regression model by reducing the covariates into a set of principal components summarizing 99% of the variance. This dimensional reduction maintains the stability of the regression model and improves estimation of regression coefficients [21].

Although prior works have used logistic regression in motif analysis, these methods have not used quantitative changes in regulation as the predictor variable. Keles et al. employ logistic regression as another form of set-based MEA: They use the presence or absence of a motif as a predictor of whether a sequence is in a target set [22]. Yao et al. set binding site presence or absence as outcome variables of logistic regression. However, their method uses a predictive variable derived not from sequencing coverage of regulatory regions, but from the overall count of motifs in a region’s sequence [23].

MEIRLOP enables enrichment of biologically relevant TF binding motifs where other methods may fixate on nucleotide or dinucleotide sequence bias. On differential H3K27ac data, it achieves superior accuracy over other methods in identifying significant enrichment of motifs known to mediate interferon signaling response. On ENCODE ChIP-seq data, it achieves improved performance relative to other score-based MEA methods implemented in AME, but returns results over twenty times faster. Finally, we demonstrate how MEIRLOP can be applied to a variety of different NGS profiling methods and different activity scores to improve the identification and interpretation of functionally relevant TF motifs.

## Implementation

### MEIRLOP motif enrichment procedure

MEIRLOP is based on a logistic regression model for motif enrichment. At minimum, it accepts a list of scored sequences (in the AME scored FASTA format, with sequence headers consisting of a name and score separated by a space), and a motif database (in JASPAR format). MEIRLOP’s novel motif enrichment procedure is executed in three parts, described below:

1. Scanning sequences for motifs
2. Principal component reduction of covariates
3. Logistic regression for motif enrichment

#### Scanning sequences for motifs

To detect transcription factor binding motifs in genomic sequence, we use the MOODS motif scanner to scan for sequence matching PWMs from the input motif set, which is provided to MEIRLOP in the JASPAR format [4, 24]. In our command lines, we refer to this motif set with the filename: “jaspar.txt”.

The MOODS motif scanner internally takes two parameters to determine if a subsequence matches a motif matrix: a pseudocount and a *p*-value, which default to 0.001. MEIRLOP sets these parameters using arguments ‘--pcount’ and ‘--pval’.

In this work we use the JASPAR 2018 CORE vertebrate non-redundant motif set, which consists of 579 motifs [4]. We selected this motif set to limit redundancy between different versions of what are essentially the same motif (i.e. avoid many motifs matching the same transcription factor), and to restrict the motifs tested to those relevant for analyzing human data. In addition, this set of motifs is available in formats compatible with AME, facilitating comparison of our method with AME.

#### Principal component reduction of covariates

Although it is possible to directly input sequence-derived covariates into a logistic regression model, when using the k-mer frequencies of sequences as covariates, the multicollinearity of these frequencies (due to e.g. CpG islands) can lead to model instability and inaccurate parameter estimation [21]. To account for this while preserving the ability to control for k-mer frequencies, we adapt the strategy of Aguilera et al.: We reduce multiple k-mer frequency covariates into a lower-dimensional set of principal components [21], converting the multicollinear predictors into a set of linearly uncorrelated predictors explaining 99% of the variance. We use the PCA implementation available in scikit-learn [25]. We refer to a single resulting reduced covariate as *x*_*c*_.

By default, MEIRLOP controls for dinucleotide frequency covariates, but this behavior can be adjusted with the ‘--kmer’ argument to control for single nucleotide frequencies (‘--kmer 1’) or no covariates (‘--kmer 0’). Additional experimentally derived covariates can be incorporated using the ‘--covariates’ argument.

#### Logistic regression for motif enrichment

Although prior work has previously applied logistic regression to the analysis of transcription factor binding sites [22, 23], we present a different logistic regression model that more closely follows the example of linear regression as applied in AME [2], while controlling for the effect of collinear covariates (e.g. short k-mer frequencies).

Let *p* be the probability of a sequence containing a given motif *m*, and let *x*_*s*_ be the score assigned to the sequence, e.g. H3K27ac ChIP-seq signal. We then model the log-odds of a sequence with score *x*_*s*_ containing motif *m* as:

$$ \mathit{\log}\left(\frac{p}{1-p}\right)={\beta}_0+{\beta}_s{x}_s+\sum \limits_c^n{\beta}_c{x}_c $$

Where *x*_*c*_ refers to one of the *n* reduced covariates previously described, with *β*_*c*_ being the corresponding coefficient. After maximum likelihood estimation of the coefficients and bias term, *β*_*s*_ can be interpreted as the change in the log-odds of a sequence containing motif *m*, for a one unit increase in *x*_*s*_. To ensure that the maximum likelihood estimation converges, all predictor variables are standardized. The significance of the coefficient *β*_*s*_ is determined using the Wald test, as per the Statsmodels implementation of logistic regression [26]. To control for multiple hypothesis testing across multiple motifs, we applied Benjamini-Hochberg correction to the Wald test *p*-values [27].

This approach to motif enrichment allows controlling for sequence derived covariates such as GC content and k-mer frequencies, allowing the model to compensate for sequence bias similarly to certain set-based methods such as HOMER [16].

MEIRLOP displays logistic regression results using an interactive HTML table powered by Datatables.net, with motif logos generated by Logomaker [28].

### Differential analysis of IFN-β stimulation against control

We started with cell culturing and ChIP-seq for data acquisition. This was followed by differential ChIP-seq bioinformatics analysis comparing stimulated samples vs. unstimulated controls. Finally, we ran motif enrichment analysis on the differential ChIP-seq peaks using MEIRLOP and AME in different configurations.

We conducted the data acquisition in two parts, described below:

1. Cell culture and treatment
2. ChIP-seq and Crosslinks
  The data analysis and comparison was conducted in three parts, also described below:
3. Differential ChIP-seq analysis (preprocessing)
4. Motif enrichment analysis (running MEIRLOP & AME)
5. Motif enrichment accuracy evaluation

#### Cell culture and treatment

HCT116 CMV-osTIR1 RAD21-mAC cells were obtained from Masato T. Kanemaki [29] and cultured in McCoy’s 5A medium supplemented with 10% FBS. Cells were grown in a 37 °C incubator with 5% CO2. Cells were treated with 0.1% final DMSO for 6 h and then treated with either IFN-β (1000 unit/ml) for one hour or not further treated.

#### ChIP-seq and crosslinking

Crosslinking and ChIP-seq was performed as described in Heinz et al., 2018 with few adjustments [30]. Briefly, cells were fixed directly by adding formaldehyde into media to a final concentration of 1% formaldehyde for 10 min at room temperature and quenched with 125 mM Glycine. Cells were then pelleted at 300 g for 5 min at 4 °C, washed twice with cold PBS (with 0.5% BSA), snap frozen in liquid nitrogen and stored at − 80 °C.

ChIP-seq was performed on 500,000 cells as described in Heinz et al., 2018 [30]. H3K27ac antibodies were obtained from Active Motif (cat#:39133). Libraries were single-end sequenced for 84 bp to a depth of 5.5–8.6 reads on an Illumina NextSeq500 instrument.

#### Differential ChIP-seq analysis

After sequencing and adapter trimming with FastP [31], 5.5 M - 8.6 M reads per library were aligned to the GRCh38 reference genome using bowtie2 at overall alignment rates of 98.5–99.5% [32]. For each stimulation (*n* = 2) and control sample (*n* = 2), MACS2 was used to call peaks of median length 1kbp relative to a background input sample (of 16 M reads) [33]. DiffBind was used to call differentially acetylated peaks between stimulated and unstimulated conditions [34]: Internally, DiffBind counts reads from each sample within each peak, then uses DESeq2 to calculate differential statistics such as log 2 fold change while accounting for library size and replicate/batch effects.

In order to obtain scores for these peaks and their sequences, we used the log2 fold change for each feature as called by DiffBind as the score. For each peak, the sequence +/− 500 bp of each feature’s center was extracted. The motif enrichment analysis methods we evaluated then received these scores and sequences for input, in the scored FASTA file “deseq2-ifnb.diff-peaks.scored.fa”.

#### Motif enrichment analysis

When evaluating MEIRLOP with dinucleotide frequency covariates, we used the command:

“OMP_NUM_THREADS=25 $(which time) --verbose python -m meirlop --jobs 25 **--kmer 2** --pcount 0.01 --pval 0.001 --html --scan --fa deseq2-ifnb.diff-peaks.scored.fa jaspar.txt {meirlop_output_directory}”.

The argument “--kmer **2**” sets MEIRLOP to use **di**nucleotide frequency covariates. The file “deseq2-ifnb.diff-peaks.scored.fa” is available in the “data” directory of the MEIRLOP Github repository.

When evaluating MEIRLOP without covariates, we used the command:

“OMP_NUM_THREADS=25 $(which time) --verbose python -m meirlop --jobs 25 **--kmer 0** --pcount 0.01 --pval 0.001 --html --scan --fa deseq2-ifnb.diff-peaks.scored.fa jaspar.txt {meirlop_output_directory}”.

The argument “--kmer **0**” sets MEIRLOP to use **no** k-mer frequency covariates.

MEIRLOP gives positive enrichment values for motifs overrepresented in sequences with higher scores, while AME gives positive enrichment values for motifs overrepresented in sequences with lower scores. Due to this difference in scoring/enrichment conventions we must transform the input sequence scores for AME relative to those used by MEIRLOP: we multiplied scores by -1 prior to input for AME and its implemented methods [2]. AME version 5.0.2 was used unless otherwise specified [2].

#### Motif enrichment accuracy evaluation

To assess motif enrichment results across multiple methods, we adopt the strategy previously used to assess different motif enrichment methods in AME [2]. We reduce motif enrichment scores to the percentile rank of the motif enrichment score. The formula for this percentile rank accuracy (PRA) metric is reproduced below from eq. 8 of McLeay & Bailey 2010 [2]:

$$ PRA=\frac{R_k}{N} $$

Where *R*_*k*_ is the rank of the target motif *M*_*k*_ within a method’s enrichment results, and *N* is the total number of motifs in the database. Since true positive results are expected to have larger positive enrichment scores in these method comparison experiments, *R*_*k*_ is higher for more highly positive scores and reflects a better result for a method.

Exclusion from the results table of any method defaults to a rank score of 0, and ties resolve to the lowest applicable rank. This penalizes methods that do not provide results for the correct motif, or that simply assign many motifs the same high enrichment score. For methods implemented in AME, the rank is higher the earlier the motif appears in AME’s result table. For our method, the rank is correlated with the logistic regression coefficient of regulatory region score against motif presence. To obtain percentile ranks, the rank is divided by the number of motifs in the reference motif database.

We use the percentile rank accuracy metric to assess the accuracy of both AME and MEIRLOP, so this calculation is not implemented in MEIRLOP itself, but is instead evaluated after running both AME and MEIRLOP.

### Comparison of MEIRLOP and AME on ENCODE ChIP-seq data

We started by selecting ENCODE ChIP-seq experiments and extracting scored FASTA files for input into MEIRLOP and AME. Then, we ran MEIRLOP and AME to analyze motif enrichment in the scored sequences in these FASTA files and evaluated each method’s performance using the percentile rank accuracy metric previously described.

This comparison was conducted in three parts, two of which are described below:

1. ENCODE ChIP-seq experiment selection and sequence extraction (preprocessing)
2. Motif enrichment analysis on ENCODE ChIP-seq data (running MEIRLOP & AME)
3. Motif enrichment accuracy evaluation (as previously described)

#### ENCODE ChIP-seq experiment selection and sequence extraction

In order to determine the performance of logistic regression with covariates on other ChIP-seq datasets, we used MEIRLOP on scored ChIP-seq peaks from 582 ENCODE ChIP-seq TF binding experiments, summarized in supplementary Table S3 [35, 36]. These were assays on human cell lines for which the ChIPed TF could be matched to a TF binding motif in the JASPAR 2018 non-redundant motif database by gene name. These experiments were selected to exclude those with severe (red flag) audit categories. From each experiment, approximately 300K peaks were obtained, with peak scores assigned by SPP. Peaks were obtained prior to filtering for IDR in order to obtain enrichments across a range of peaks including those lacking high affinity binding motifs. Motif enrichment was restricted to sequence within +/− 200 bp of the peak center.

#### Motif enrichment analysis on ENCODE ChIP-seq data

MEIRLOP was run with covariates controlling for sequence dinucleotide frequencies. MEIRLOP was invoked multiple times on data for different ENCODE accession numbers. E.g., for ENCODE accession ID “ENCSR976TBC”, MEIRLOP was run using the command line:

“OMP_NUM_THREADS=25 $(which time) --verbose python -m meirlop --jobs 25 --html --pcount 0.1 --pval 0.001 --kmer 2 --fa scored_fastas/ENCSR976TBC.fa jaspar.txt meirlop_outputs/ENCSR976TBC”.

We parallelized AME runs using GNU Parallel [37]. As described previously, sequence scores were inverted for use with AME.

### Differential csRNA-seq analysis

We started by extracting sequences and scores for differential TSS data previously generated as described in Duttke et al. [38]. We then ran MEIRLOP on the scored TSS sequences.

This analysis was performed in two parts, described below:

1. TSS sequence extraction and scoring (preprocessing)
2. MEIRLOP analysis of TSS

#### TSS sequence extraction and scoring

Differential TSS were found from murine BMDMs as described in Duttke et al. [38]. We performed enrichment for motifs found within +/− 150 bp of the TSS, and scored sequences by the differential log 2 fold change between KLA stimulated and unstimulated control conditions as computed by HOMER getDiffExpression.pl (which wraps DESeq2 to calculate differential statistics while accounting for library size and replicates).

#### MEIRLOP analysis of TSS

MEIRLOP was run with covariates controlling for sequencing dinucleotide frequencies. We ran MEIRLOP with the command line:

“OMP_NUM_THREADS=30 $(which time) --verbose python -m meirlop --jobs 30 --kmer 2 --pcount 0.001 --pval 0.001 --html --scan --sortabs --bed differential_tss.bed --fi genome.fa jaspar.txt differential_tss.meirlop”.

Using MEIRLOP with input bed files this way requires bedtools version 2.29.0 [39, 40]: Later versions (specifically 2.29.2) have incompatible behavior for the “bedtools getfasta” subcommand. The file “differential_tss.bed” is available in the “data” directory of the MEIRLOP Github repository.

### Analysis of DHS scored by histone ChIP-seq ratios

We started by retrieving DNase-seq and histone ChIP-seq data from ENCODE, then extracting sequence, coverage, and signal data [35, 36]. These were converted into scored sequence FASTA files and a covariate file, where each entry in these files corresponded to one DHS. We then ran MEIRLOP on the scored DHS sequences and their covariates.

This analysis was performed in two parts, described below:

1. DHS sequence extraction
2. MEIRLOP analysis of DHS

#### DHS sequence extraction, scoring, and covariates

DHS for K562 cells were taken from ENCODE DNase-seq experiment accession ENCSR000EOT [35, 36]. We used the narrowPeak BED file ENCFF821KDJ for the BED intervals [35, 36]. DHS were then resized to +/− 75 bp around the DNase-seq peak center. To score DHS by DNase-coverage scores as a covariate, we converted the ENCODE DNase-seq bam file ENCFF156LGK into a coverage bigwig using deeptools bamCoverage, then ran deeptools multiBigwigSummary to obtain the mean values across the DHS [35, 36, 41]. To score DHS by histone-ChIP-seq, we downloaded alignments for H3K27ac, H3K27me3, H3K4me3, and H3K4me1 ChIP-seq from ENCODE, corresponding to ENCODE biosamples ENCBS639AAA (isogenic replicate 1) and ENCBS674MPN (isogenic replicate 2) [35, 36]. Details on these downloaded files are available in supplementary Table S4. We obtained obtained bigwigs corresponding to log_2_ ratios of histone ChIP-seq coverage (H3K27ac over H3K27me3, and H3K4me3 over H3Kme1) for each replicate using bamCompare [41]. Then, we ran bigwigCompare to obtain a single bigwig for each log_2_ ratio summarizing the mean across both replicates. Finally, multiBigwigSummary was used to obtain the mean values for these log_2_ ratios across genomic ranges +/− 500 bp of the center for each DHS. DHS were assigned scores from the mean histone log_2_ ratios corresponding to their centers.

#### MEIRLOP analysis of DHS

MEIRLOP was run to analyze these scored DHS sequences with covariates controlling for dinucleotide frequencies and DNase-seq coverage for each DHS. MEIRLOP was invoked multiple times for each histone ratio. E.g., for sequences scored by log2 ratio of **H3K27ac over H3K27me3**, while controlling for dinucleotide frequencies and **DNase-seq signal as a covariate** we used the command line:

“OMP_NUM_THREADS=45 $(which time) --verbose python -m meirlop --jobs 45 **--kmer 2 --covariates dhs.dnase.covariates.tsv** --pcount 0.001 --pval 0.001 --html --scan --sortabs **--fa dhs.h3k27ac_over_h3k27me3_mean.scored.fa** jaspar.txt {h3k27ac_over_h3k27me3_meirlop_output_directory}”.

A “walkthrough” Jupyter notebook for this analysis, starting from ENCODE downloads, is available on the MEIRLOP Github repository. To perform the analysis without the custom DNase-seq signal covariate, we ran a similar command but without the “--covariates” argument.

## Results

### MEIRLOP uses covariates to accurately call enrichment of relevant TF motifs

To show the utility of our method, we performed a differential motif enrichment analysis of regulatory elements modulated by interferon beta (IFN-β) treatment in HCT116 cells as measured by H3K27ac ChIP-seq. 

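HCT116 is a human colorectal carcinoma cell line, and the derivative used here carries the auxin receptor osTIR1 and a degron-tagged RAD21. Acetylation of histone H3 at lysine 27 (H3K27ac), which marks active promoters and enhancers, was measured by ChIP-seq on 500000 cells per experiment after fixation in 1% formaldehyde. The cells were kept in 0.1% DMSO for 6 h, and were then given 1000 unit/ml IFN-β for 1 h or left unstimulated. The sample labels place the IFN-β libraries at the end of this 1 h and the control libraries at its start. The groups may thus also differ by 1 h of culture. There were 2 IFN-β libraries, 2 unstimulated control libraries and 1 input library. The paper reports between 5.5 M and 8.6 M reads per H3K27ac library, 16 M reads for the input and overall alignment rates between 98.5% and 99.5%. It gives a read length of 84 bp, while the sample labels give 75 bp. The authors trimmed adapters with FastP, aligned the reads to GRCh38 with bowtie2, called peaks in each library with MACS2 against the input, and used DiffBind to merge the peaks and to count the reads in each. DESeq2, run within DiffBind, then compared both groups. The authors' deposited table holds a row per peak with the log2 of the mean normalized reads of each group, the log2 fold-change, its p-value and the adjusted p-value (FDR). It holds group values and no value per library, so the values below carry no SD between replicates, and the spread between the 2 libraries of a group enters only through the p-values of the authors' test. Some depth can be read from the lowest values, which rise in steps of whole reads. These steps were reached by relative library sizes of 1.47 and 1.53 in the IFN-β group and 0.999 and 1.29 in the control group, for 88.9% and 100% of the low values, respectively. The largest was 1.53 times the smallest, and the read numbers in the paper differ by up to 1.56 times. Summed over all peaks, the mean normalized signal was 540430 reads per IFN-β library and 876830 per control library. Peak sequences were taken from the GRCh38 reference within 500 bp of each peak's center. The JASPAR matrices, among them that for IRF9, were not used here. In their place stands the core of the interferon-sensitive response element (ISRE), GAAANNGAAA, scored as present or absent on either strand.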

IFN-β treatment stimulates the type I interferon pathway, which ultimately leads to the activation of STAT and IRF family transcription factors to stimulate the expression of genes with antiviral activity [42]. While the type I interferon pathway is responsive in most cell types, HCT116 and other cell lines often exhibit a limited response to IFN-β treatment relative to primary myeloid cells [30], making their analysis more challenging. 

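The authors' deposited table lists 20087 H3K27ac peaks in HCT116 cells. Of these, 20055 lie on the autosomes and the sex chromosomes of GRCh38 and 32 on other sequences of that assembly. The median peak width was 1000 bp, 18364 peaks had exactly this width, and the widest peak spanned 3795 bp. In the GENCODE release 44 annotation, 11334 peaks had their center within 1 kb of the transcription start site of a protein-coding gene, and their median GC content was 64.2%. The remaining 8753 peaks had a median GC content of 47.1%. All 39 sequence names of the table matched the reference, and 1 peak, on the unplaced contig KI270466.1, ended beyond the 1233 bp of that contig.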

MACS2 found initial H3K27ac peaksets in each H3K27ac replicate and condition relative to input; then diffBind found 20,087 total H3K27ac peaks of median length 1kbp in HCT116 cells after controlling for coverage in an input experiment, and merging adjacent peaks across IFN-β- and mock-treated (control) conditions. Using diffBind’s DESeq2 analysis to find differentially acetylated peaks, we found only 2 peaks with significantly increased H3K27ac signal after stimulation and accounting for library size and replicates (adjusted *p*-value < 0.05, log 2 fold-change > 1.0) (Figure S1). As a result, set-based MEA on this small set of 2 peaks failed to return results for two known IFN-β response relevant motifs.

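In the authors' deposited table, 2 of the 20087 peaks met both criteria for an increase and 0 peaks met the same criteria for a decrease. At an unadjusted p-value under 0.05, 25 peaks were higher and 4685 were lower after IFN-β in the authors' deposited table. The first of the 2 peaks lies on chromosome 3 from 93470021 to 93471021 in GRCh38, outside any annotated gene and 415892 bp from the nearest protein-coding transcription start site, that of PROS1. The authors' deposited table gives it a log2 signal of 11.22 with IFN-β and -0.17 without, a log2 fold-change of 11.39 and an FDR of 2.39e-17 from DESeq2. The second lies on the unplaced contig KI270467.1 from 1846 to 2846, where the annotation has no gene. Its log2 signal in the authors' deposited table was 6.91 with IFN-β and -0.17 without, with a log2 fold-change of 7.08 and an FDR of 9.01e-05 from DESeq2. A log2 signal of -0.17 is the lowest control value in the authors' deposited table, so both log2 fold-changes are measured against its floor. In the chromosome 3 peak 50.5% of the 31-mers occurred more than once in the reference, within the peak or elsewhere, and in the KI270467.1 peak 27.2%. The median was 0% over 500 randomly drawn peaks. Peaks at the lowest control value or with a log2 fold-change above 1 were left out of that draw. Another unplaced contig, KI270466.1, holds a peak with a log2 fold-change of 5.74 and the same control value in the authors' deposited table, but with an FDR of 1. That FDR is shared by 11683 peaks with a mean log2 signal of 5.04 or less, and recomputing the adjustment over the other 8404 peaks gave the authors' FDR back within 0.621%.
Among the peaks with the next lowest p-values for an increase, the authors' deposited table gives the peak centered 209 bp from the start of IFI6 (chromosome 1, 27671921 to 27672921, within a lncRNA gene) a log2 fold-change of 1.94 and an FDR of 1 from DESeq2. The peak in an intron of ISG15 (chromosome 1, 1012765 to 1013765) has a log2 fold-change of 1.30 and an FDR of 0.0704 from DESeq2 in the authors' deposited table. The peaks with the lowest p-values for a decrease, at CDKN2D, BIRC5, LMNB1, RAB2A and PKD1L2, have log2 fold-changes between -2.45 and -1.32 in the authors' deposited table, and the lowest FDR of any falling peak was also 0.0704. The count of increased peaks was most affected by the FDR threshold among the alternatives set beforehand. At an FDR under 0.1 the authors' deposited table has 9 peaks that rise and 1092 that fall with a log2 fold-change larger than 1 in size. With log2 fold-changes of any size, the authors' deposited table has 10 peaks that rise and 3165 that fall at this FDR. These splits depend on the offset of the whole table. After centring the log2 fold-changes on their median, a choice made after the data were examined and with approximate standard errors, 10 peaks were higher and 0 were lower at an adjusted p-value under 0.1, and 202 were higher and 20 lower at an unadjusted p-value under 0.05.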

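Of the 2 peaks past the thresholds, the 1 on chromosome 3 contained the ISRE core, at 93470227 to 93470236 and again at 93470992 to 93471001, both times as GAAAAGGAAA. With their flanks these sites read GCCCATGATAGAAAAGGAAATACCTTCGTA and GCCAATGGTAGAAAAGGAAATATCTTCGTA. They may thus be copies of 1 repeated sequence and not separate occurrences of the element. Over the other 20085 peaks, 2336 (11.6%) contained the core. A two-sided Fisher's exact test on these counts gave p = 0.219. In the 25 peaks with an unadjusted p-value under 0.05 and a positive log2 fold-change, 16 (64.0%) contained the core (two-sided Fisher's exact test, p = 7.81e-10). The chromosome 3 peak is among these 16.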

MEIRLOP uses logistic regression and does not rely on thresholding of regulatory region sequences into sets. We extracted the central 1kbp sequence of each peak and scored the response of each regulatory region by the log_2_ fold-change of the H3K27ac signal with and without IFN-β stimulation. 

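Across all peaks of the authors' deposited table, the log2 fold-change had a median of -0.69 and a mean of -0.67, with an SD across peaks of 0.46. Only 1190 peaks (5.92%) had a log2 fold-change above 0 in the authors' deposited table. The median log2 signal was 4.39 with IFN-β and 5.04 without in the authors' deposited table. A uniform offset does not alter a standardized score or its ranks, but the log2 fold-changes were not offset uniformly. In 460 peaks (2.29%) both groups sat at their lowest value, which fixed the log2 fold-change at -0.42 in the authors' deposited table and placed these peaks above 75.4% of all peaks. The score also followed sequence composition. With the peaks divided into 10 parts by GC content, its median fell steadily from -0.47 in the part with the lowest GC content to -0.82 in the part with the highest. Across the 20087 peaks, which are not independent replicates, Spearman's rho between log2 fold-change and GC content was -0.284 and Pearson's r was -0.255 (two-sided permutation p = 0.0001 each, the smallest that 10000 permutations can give).
A list of 51 interferon-stimulated genes was drawn up without reference to the table. Of these, 41 had a peak center within 5 kb of a transcription start site, and their median log2 fold-change was 0.43, compared with -0.75 for the other genes with such a peak. None of 10000 random gene lists of the same size, matched on mean signal, had a median that high, and their medians ranged from -0.94 to -0.57. Of the 45 peaks behind these genes, 36 (80.0%) had a log2 fold-change above 0 in the authors' deposited table. In the authors' deposited table 13 of the 45 had an unadjusted p-value under 0.05, all higher after IFN-β, while 0 had an FDR under 0.05. Of the 45 peaks, 4 had a p-value under 0.05 when adjusted over the list alone.

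**Figure D1:**
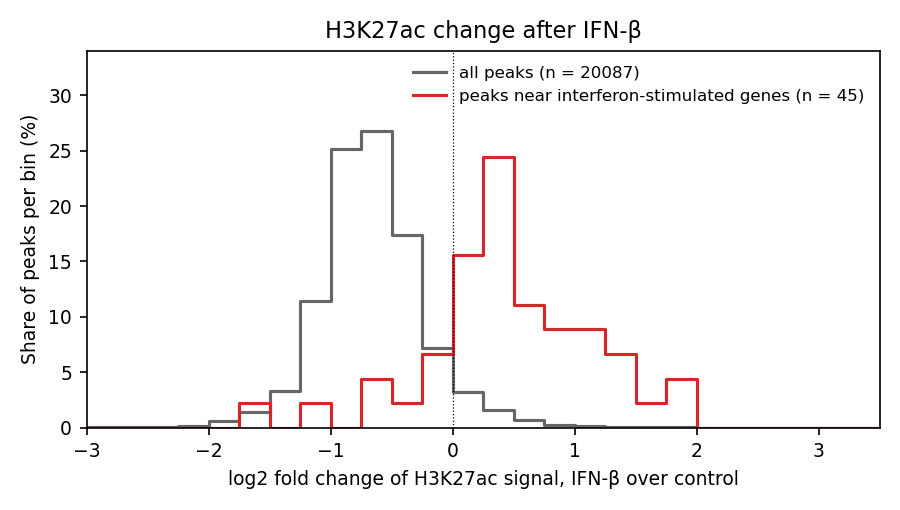
Share of peaks (%) in each bin of the log2 fold-change of H3K27ac signal, IFN-β over control, for all 20087 peaks (grey) and for the 45 peaks near listed interferon-stimulated genes (red). The axis stops short of a few peaks at either end. The grey curve is centered near -0.69 and the red curve near 0.43.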

PCA yielded 11 covariates summarizing 99% of the variance in dinucleotide frequencies across these sequences. 

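The 16 dinucleotide frequencies of the forward strand were computed over the sequence within 500 bp of each of the 20087 peak centers and were not scaled before the PCA. The leading 11 components held 99.5% of the variance and the leading 10 held 98.9%. The first component held 70.6%, and its Pearson correlation with GC content across peaks was 0.998 in size. Scaling the frequencies, or using the sequence within 250 bp of the center, also gave 11 components. Merging reverse complements into 10 dinucleotides gave 6 components.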

When accounting for PCA-based covariates derived from dinucleotide frequency, our method can identify significant enrichment of known relevant motifs in the top 10 results: These are the motifs for IRF9 and the STAT1::STAT2 heterodimer, which together bind to interferon-sensitive response elements to activate pathways in the innate immune response [42]. 

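The ISRE core was present in 2337 of the 20087 sequences (11.6%). In a logistic regression of its presence on the standardized log2 fold-change with 11 standardized components as covariates, the coefficient of the score was 0.174 (SE 0.0226, n = 20087 peaks, Wald test p = 1.26e-14, and 6.28e-14 after Benjamini-Hochberg adjustment over 10 consensus motifs). The units of this regression are peaks, and the scores all come from the same 2 libraries per group. The definition of the element moved the coefficient most. The longer consensus GAAANNGAAACT, found in 163 peaks, had a coefficient of 0.566 (SE 0.0621, n = 20087 peaks, Wald test p = 7.91e-20), and the core with 1 mismatch allowed, found in 13953 peaks, had 0.0627 (SE 0.0202, Wald test p = 0.00192).
Of the 45 peaks near listed interferon-stimulated genes, 29 (64.4%) contained the core. They include the ISG15 peak and the peak centered 208 bp from the start of IFIT1 (chromosome 10, 89391838 to 89392838, in an intron of LIPA). The authors' deposited table gives the IFIT1 peak a log2 fold-change of 1.59 with an FDR of 0.0704 from DESeq2. The peak in an intron of IRF9 (chromosome 14, 24160980 to 24161980) contains no exact core and has a log2 fold-change of 1.29 with an FDR of 0.0704 from DESeq2 in the authors' deposited table.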

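As the motif database was not used here, the ISRE core was ranked among dyads of the same form, with 4 fixed bases on either side of 2 free positions. Of 32896 such dyads, 31558 occurred in at least 100 peaks. With the dinucleotide covariates, the ISRE core had rank 31531 of 31558 by coefficient (percentile rank 99.9), with 27 dyads above it. The 3 dyads with the highest coefficients were ACCGNNCGAC, CATCNNAACG and GACANNCGAA. They occurred in 206, 110 and 157 peaks and had coefficients of 0.276, 0.234 and 0.231, with Benjamini-Hochberg adjusted p-values of 0.0474, 0.334 and 0.154. The 100 dyads with the highest coefficients occurred in a median of 189.5 peaks. Ranked by the Wald statistic, which weighs a coefficient by its SE, the ISRE core came first of the 31558 dyads (n = 20087 peaks, Benjamini-Hochberg adjusted p = 3.96e-10). An adjusted p-value under 0.05 was reached by 3 dyads with positive and 10 with negative coefficients.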

Upon ranking the enrichment scores of these two relevant binding motifs compared to 577 others present in the motif database, we find that the IRF9 motif achieves a percentile ranking of 99.6 (rank 577 out of 579, just below similar IRF motifs), while the STAT1::STAT2 motif achieves a percentile ranking of 97.4 (rank 564 out of 579) (Fig. 2a). Thus, our method can call enrichments of relevant TF binding motifs in differential ChIP-seq analysis, even when the difference between conditions is subtle and difficult to quantify with conventional approaches such as diffBind [43].

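Leaving out the 100 peaks with the highest log2 fold-change gave an ISRE core coefficient, with covariates, of 0.143 (SE 0.0231, n = 19987 peaks, Wald test p = 5.16e-10). Leaving out the peaks within 20 kb of a transcription start site of the listed interferon-stimulated genes gave 0.144 (SE 0.0225, n = 20023 peaks, Wald test p = 1.64e-10). Without the 2 peaks past the thresholds, an alternative added after the data were examined, the coefficient was 0.167 (SE 0.0226, n = 20085 peaks, Wald test p = 1.29e-13). Replacing the log2 fold-change by its rank gave 0.164 (SE 0.0238, n = 20087 peaks, Wald test p = 5.46e-12). From the enrichment of interferon-related motifs over all scored peaks, set beside the small number of peaks past the thresholds, the paper reasons that its method can call relevant motifs where the difference between conditions is subtle.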

**Fig. 2:**
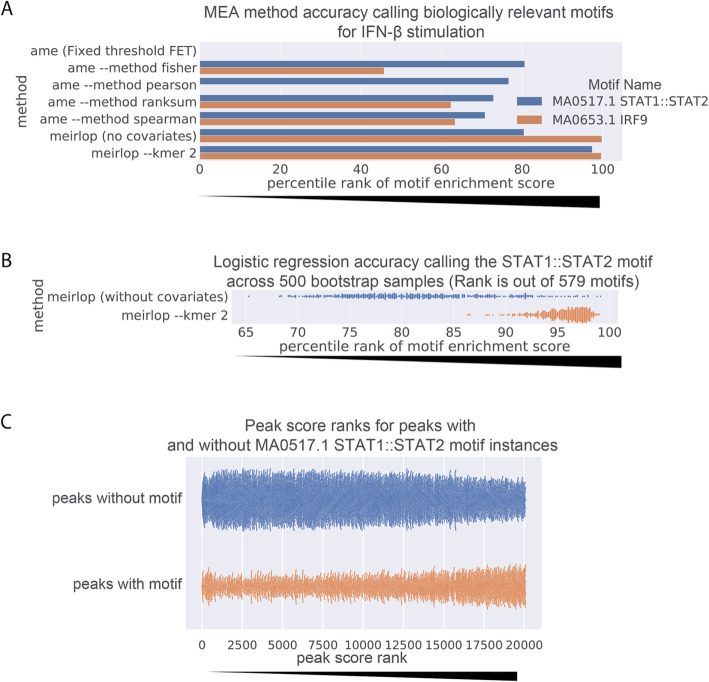
Logistic regression with covariates recovers motifs mediating IFN-β stimulation response in differentially acetylated ChIP-seq peaks**. a** Ranks of the motif enrichment scores for motifs bound by TFs activated by IFN-β across score-based MEA methods. Higher percentile ranks indicate the motif considered more significantly enriched relative to other motifs in the results of each method. Motifs excluded from enrichment reports are assigned a rank of 0. **b** Reproducibility of logistic regression accuracy of MEIRLOP when calling enrichment of the STAT1::STAT2 binding motif, with and without controlling for dinucleotide frequency covariates. Each point represents enrichment results on a bootstrap sample of the same dataset. **c** Swarm plot depicting the distributions of score ranks for peaks with and without STAT1::STAT2 binding motif instances. Each point represents a scored peak

To establish the effect of sequence bias on the analysis, we repeated the enrichment without controlling for covariates derived from dinucleotide frequencies. 

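Without covariates, the coefficient of the log2 fold-change for the ISRE core was 0.296 (SE 0.0217, n = 20087 peaks, Wald test p = 3.45e-42). For the longer consensus it was 0.486 (SE 0.0586) without covariates and 0.566 (SE 0.0621) with them, so it did not fall as for the core. Ranks were taken for the core only. The rank of the core among the dyads was 31472 of 31558 by coefficient (percentile rank 99.7), with 86 dyads above it. By the Wald statistic 4 dyads stood above it, and it had rank 31554. The highest coefficients without covariates belonged to ATACNNTATA (0.444, in 255 peaks), TACTNNCATA (0.414, in 243 peaks) and ACAANNTATA (0.411, in 363 peaks). Benjamini-Hochberg adjusted p-values under 0.05 were obtained by 10575 dyads with positive and 6510 with negative coefficients in this model.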

While it slightly improved the enrichment for the IRF9 motif (percentile rank 99.8; rank 578 out of 579), the STAT1::STAT2 motif no longer appeared in the top ten enrichment results (percentile rank 80.5; rank 466 out of 579) (Fig. 2a, Figure S2A). Instead, more AT-rich homeobox transcription factors appeared ahead of the STAT1::STAT2 motif, comprising most of the top results (Figure S2A).

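The homeobox core TAATTA occurred in 2996 peaks (14.9%), whose mean GC content was 46.2%, against 58.9% in the peaks without it. Its coefficient was 0.275 without covariates (SE 0.0199, n = 20087 peaks, Wald test p = 2.26e-43) and -0.0109 with them (SE 0.0205, Wald test p = 0.597). The AP-1 site TGASTCA went from 0.243 (SE 0.0165) to 0.00510 (SE 0.0169), and the GC box GGGCGG went from -0.443 (SE 0.0169) to 0.0108 (SE 0.0221). For 6-mers of the form TAATNN the coefficient was 0.314 without covariates and -0.00227 with them. Among the 100 dyads with the highest coefficients without covariates, a mean of 6.66 of the 8 fixed bases were A or T, against 3.98 over all dyads tested and 3.90 among the 100 highest with covariates. Across dyads, Spearman's rho between the number of A or T bases and the coefficient was 0.870 without covariates and 0.0162 with them.

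**Figure D2:**
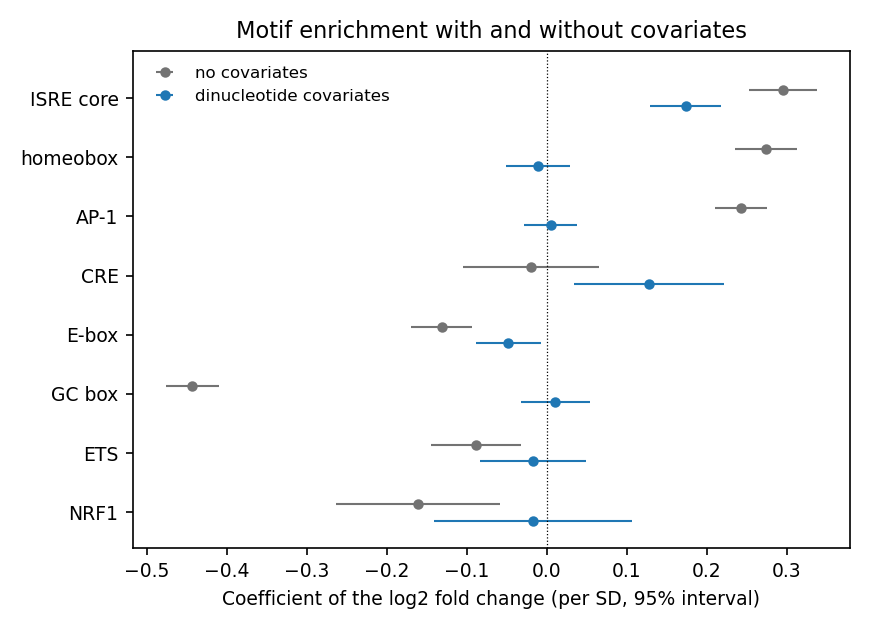
Coefficient of the standardized log2 fold-change in the logistic regression of motif presence, with 95% Wald intervals, for 8 consensus motifs without covariates (grey) and with dinucleotide covariates (blue). The homeobox core moves from 0.275 to -0.0109, and the ISRE core from 0.296 to 0.174.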

To determine whether the covariate-dependent difference in enrichment of the STAT1::STAT2 motif was because of chance, we created 500 bootstrap samples of 20,087 scored regulatory region sequences by sampling the original scored sequences with replacement, and performed motif enrichment on these with and without covariates. 

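For the ISRE core, 100 bootstrap samples of the 20087 peaks were drawn, and the PCA and all fits were repeated in each. Its rank among 579 motifs, consisting of itself and 578 randomly chosen dyads, was 574.1 ± 7.08 without covariates and 573.3 ± 5.01 with them (mean and SD over the 100 bootstrap samples). The rank with covariates was higher in 26 samples, lower in 61 and equal in 13. The bootstrap samples are redraws of the same peaks, so these counts are not independent observations. Both ranks were taken in the same samples, so the SDs of the ranks do not measure the spread of their difference. The mean difference, with minus without covariates, was -0.79 of a rank. The coefficient was 0.297 ± 0.0233 without and 0.174 ± 0.0233 with covariates (mean and SD over bootstrap samples). Ranked by the Wald statistic instead, a choice made after the data were examined, the core had the highest possible rank in nearly all samples both with and without covariates, which leaves no room for a difference.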

We found that the change in the rank of the STAT1::STAT2 motif enrichment was significant (Wilcoxon *p*-value 1.33e-83), with an average rank of 553.7 with covariates, and 471.5 without (Fig. 2b). When performing a limited enrichment controlling only for GC content, we found that GC content negatively correlated with the probability of a regulatory region sequence containing the motif (logistic regression coefficient − 0.90, Wald test p-value < 0.01), consistent with the GC-poor composition of the motifs that appear ahead of the STAT1::STAT2 motif in the enrichment results. 

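In a logistic regression of the presence of the ISRE core on the standardized log2 fold-change and the standardized GC content, the coefficient of GC content was -0.575 (SE 0.0238, n = 20087 peaks, Wald test p = 8.19e-129). Peaks with the core had a GC content of 50.6% ± 11.1 (SD across 2337 peaks) and peaks without it 57.8% ± 11.8 (SD). With the sequence limited to 250 bp on either side of the center, the coefficient of GC content was -0.688 (SE 0.0325). Allowing 1 mismatch in the core moved it most, to -1.31 (SE 0.0230). With GC content as the only covariate, the coefficient of the log2 fold-change was 0.139 (SE 0.0218, n = 20087 peaks, Wald test p = 1.71e-10).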

Despite the effect of GC composition, STAT1::STAT2 appears more frequently in the sequences of higher ranked peaks than in lower ranked peaks (Fig. 2c). Thus, controlling for sequence bias allows our logistic regression-based method to accurately call the enrichment of TF motifs relevant to IFN-β stimulation.

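With peaks ranked from the lowest log2 fold-change upward, those with the ISRE core had a mean rank of 11671 and those without it 9830 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The core occurred in 401 of the 2008 peaks with the highest log2 fold-changes (20.0%, 95% Wilson interval 18.3 to 21.8%) and in 188 of the 2008 with the lowest (9.36%, 95% Wilson interval 8.16 to 10.7%), with p = 1.33e-21 in a two-sided Fisher's exact test. With the peaks divided into 10 equal parts numbered from the highest log2 fold-change, the share was lowest in part 9, at 7.17%. GC content also differed between the ends, with a mean of 48.4% in part 1 and 57.9% in part 10. The mean log2 fold-change was higher by 0.14 in peaks with the core, and by 0.07 when peaks were compared within 20 bins of GC content (two-sided permutation of the log2 fold-changes within bins, p = 1e-05, again the smallest possible). The difference was in the same direction in 19 of the 20 bins.

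**Figure D3:**
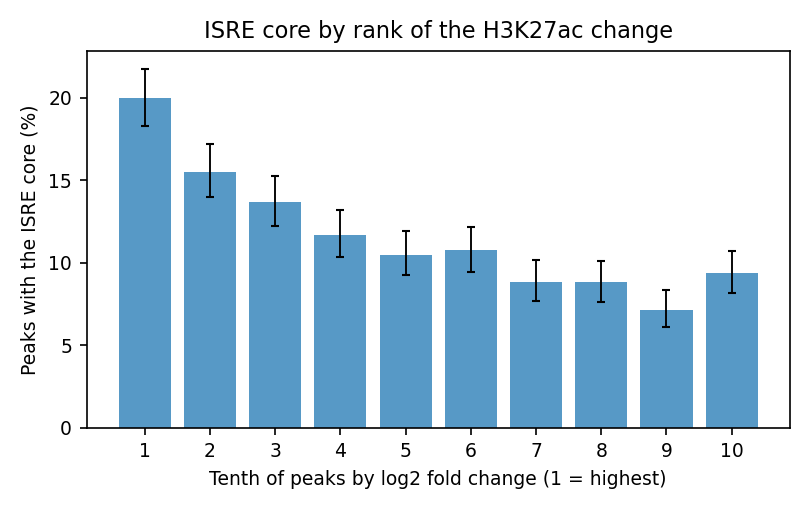
Share of peaks (%) whose sequence contains the ISRE core in each of 10 equal parts of the peaks ordered by log2 fold-change, the highest at the left. Bars give the share and error bars its 95% Wilson interval, which covers counting error only. The share is 20.0% in the highest part and 9.36% in the lowest part.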

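The ISRE core was also compared with the 27 other tested dyads made of the same bases in another order. Without covariates, their coefficients had a median of 0.147 and a maximum of 0.204, compared with 0.296 for the core. With dinucleotide covariates, their median was 0.00569 and their maximum 0.0519, compared with 0.174 for the core.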

### MEIRLOP outperforms other score-based MEA in differential ChIP-seq analysis

To evaluate the performance of our method relative to multiple approaches to score-based MEA, we applied multiple methods implemented in AME to the analysis of the 20,087 regulatory region sequences scored for IFN-β response. 

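AME was not run here. The correlation between the presence of a dyad and the log2 fold-change across peaks, computed without covariates, was used as a score-based measure instead and was added after the data were examined. It takes a dyad as present or absent, while the correlation methods of AME use the strength of a motif. Among the 100 dyads with the highest correlations, a mean of 7.41 of the 8 fixed bases were A or T with Pearson's r, and 7.45 with Spearman's rho. The highest Pearson correlation was 0.104, for AAAANNTAAA, and the highest Spearman correlation was 0.124, for AAAANNAAAA.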

We found that most of the top enriched motifs found by these methods were homeobox transcription factors, consistent with the results of MEIRLOP when not controlling for sequence bias (Fig. 2a, S2A,B). IRF9 and STAT1::STAT2 motifs never obtained enrichment scores past percentile rank 86.3 (rank 500 out of 579) (Fig. S2C). Thus, multiple score-based motif enrichment methods that do not control for sequence bias cannot accurately call the enrichment of relevant TFs in our differential ChIP-seq analysis in their top results.

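Across the 20087 peaks, which are not independent replicates, Pearson's r between the presence of the ISRE core and the log2 fold-change was 0.100, which placed the core at rank 31557 of 31558 dyads. Spearman's rho was 0.102, with rank 31554. These ranks are among dyads of the core's own form, not among the matrices of the motif database.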

### MEIRLOP achieves similar or better accuracy on TF ChIP-seq data

To determine the relative accuracy of our method compared to more commonly used MEA implementations across a wide range of experiments, we analyzed scored genomic regions from a set of 23 ENCODE TF ChIP-seq experiments on H1 human embryonic stem cells (H1-hESCs) [35, 36] that analyzed TFs with known motifs in the JASPAR 2018 motif database [4]. From these scored regions, we extracted 200 bp sequences from the center of the peak for motif enrichment testing, yielding approximately 300,000 scored sequences per experiment. To evaluate the accuracy of similarly implemented MEA methods, we compared our method’s accuracy against the accuracy of AME’s implementations on the same datasets of scored regions. Similar to the differential ChIP-seq analysis, the evaluation metric was the rank of the enrichment score of the known motif for the ChIPed TF.

Our method (meirlop --kmer 2) achieved an average percentile rank of 95.9 (rank 555.2 out of 579) when recovering the motif corresponding to the true ChIPed TF (Fig. 3a). Scored MEA using Pearson correlation coefficients achieved an average percentile rank of 95.4 (rank 552.5 out of 579), not significantly different from our method’s performance (Wilcoxon *p*-value = 0.09). Other MEA methods achieved lower average ranks (Fig. 3a). Thus, logistic regression can achieve accuracy similar to or better than existing score-based MEA methods on scored sequence data from TF ChIP-seq experiments. However, MEIRLOP is multithreaded and takes less time to achieve similar accuracy compared to other methods, taking an average of 10.8 min per experiment, while the Pearson correlation method in AME took 21.9 h on average.

**Fig. 3:**
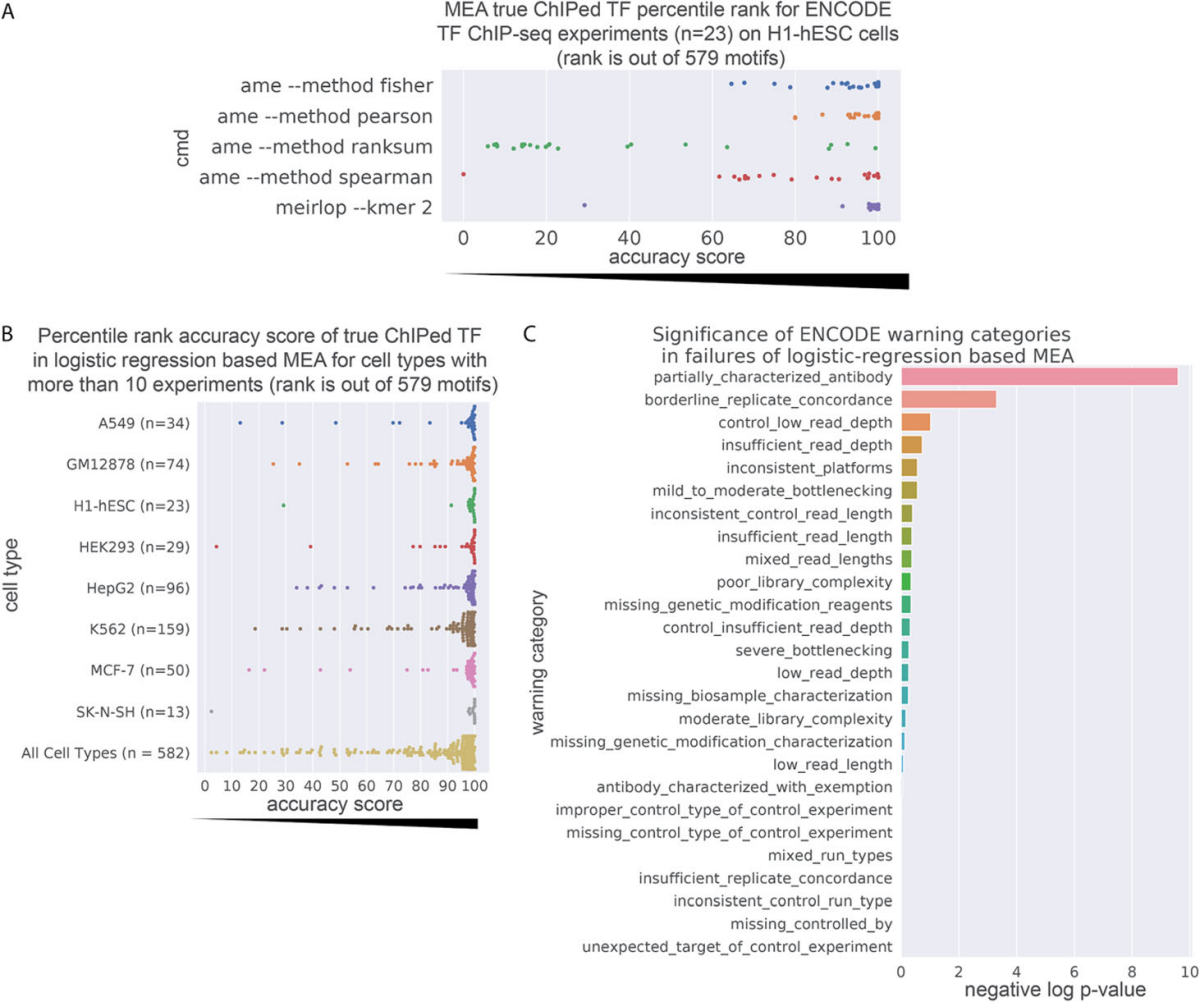
Logistic regression with covariates accurately calls motifs for ChIPed TFs in ENCODE experiments. **a** Plot of the rank for the enrichment score of the ChIPed TF’s motif in 23 ENCODE H1-hESC ChIP-seq experiments, across multiple score-based MEA. **b** Plot of the rank for the enrichment score of the ChIPed TF’s motif across multiple ENCODE cell lines. Only cell lines with more than 10 experiments analyzed are represented, as well as a separate category summarizing all cell lines. **c** Bar plot of Fisher exact test significance for enrichment of ENCODE warning flags among 36 (out of 582 eligible) experiments for which logistic regression with covariates failed to call the true ChIP-ed TF as significant, showing partial characterization of ChIP-seq antibodies as a significantly enriched warning term (Fisher exact test *p*-value = 6.8e-5, FDR = 1.563e-3)

To determine the performance of our method on TF ChIP-seq for other cell types, we used MEIRLOP to measure the enrichment of motifs in scored ChIP-seq peaks from 582 ENCODE ChIP-seq TF binding experiments on human cell lines. On average, our method achieved a percentile rank of 93.3 (rank 540.1 out of 579), placing the motif for the ChIPed TF towards the top 90% of enrichment results (Fig. 3b).

Our method failed to call significant enrichment of a motif for the true ChIPed TF in 36 of 582 experiments. To diagnose these failure cases, we retrieved ENCODE audit warning flags for each of the 582 experiments. From these warning flags, 26 of the 582 experiments had the “partially characterized antibodies” warning. Of the 36 experiments that our method failed, 8 had this warning flag present and enriched (Fisher exact test *p*-value = 6.8e-5), with the enrichment remaining significant after multiple testing of 22 other warning flags (adjusted p-value = 1.767e-3) (Fig. 3c). Thus, the antibodies used in these ChIP-seq experiments may not have been specifically targeting the proper TFs, leading to a failure to identify the expected known motif.

### MEIRLOP identifies motifs of TFs mediating KLA response from csRNA-seq

Score-based MEA is well suited to analyze changes in regulatory states by incorporating the magnitude of transcriptional change into the motif enrichment calculation. To demonstrate our method’s efficacy when analyzing changes in transcription with diverse data types, we applied MEIRLOP to the analysis of capped short (cs)RNA-seq data generated in macrophages activated by TLR4-agonist KLA for 1 h or mock-treated controls. csRNA-seq is an approach that isolates initiating transcripts at both promoters and enhancers to directly assess the transcriptional activity of regulatory elements genome-wide [38]. We analyzed 90,857 transcription start sites (TSS) from csRNA-seq profiling of murine bone-marrow derived macrophages (BMDMs) activated by Kdo2-lipid A (KLA), as previously analyzed in Duttke et al. [38]. We searched for motifs within +/− 150 bp of the TSS, and scored them by their log_2_ fold change of csRNA-seq signal between KLA stimulation and control. MEIRLOP readily identified enrichment of motifs for the NF-κB and JUN/AP1 TF families in KLA-induced TSS (Fig. 4) [38]. These TFs are known to mediate KLA response [44]. In KLA-repressed TSS, MEIRLOP identified enrichment of motifs for PU.1/SPI1 (ETS), MITF (bHLH), and the MEF2 TF family (Fig. 4). These findings are consistent with previous literature indicating lipopolysaccharide (LPS) -induced downregulation of these TFs [45, 46].

**Fig. 4:**
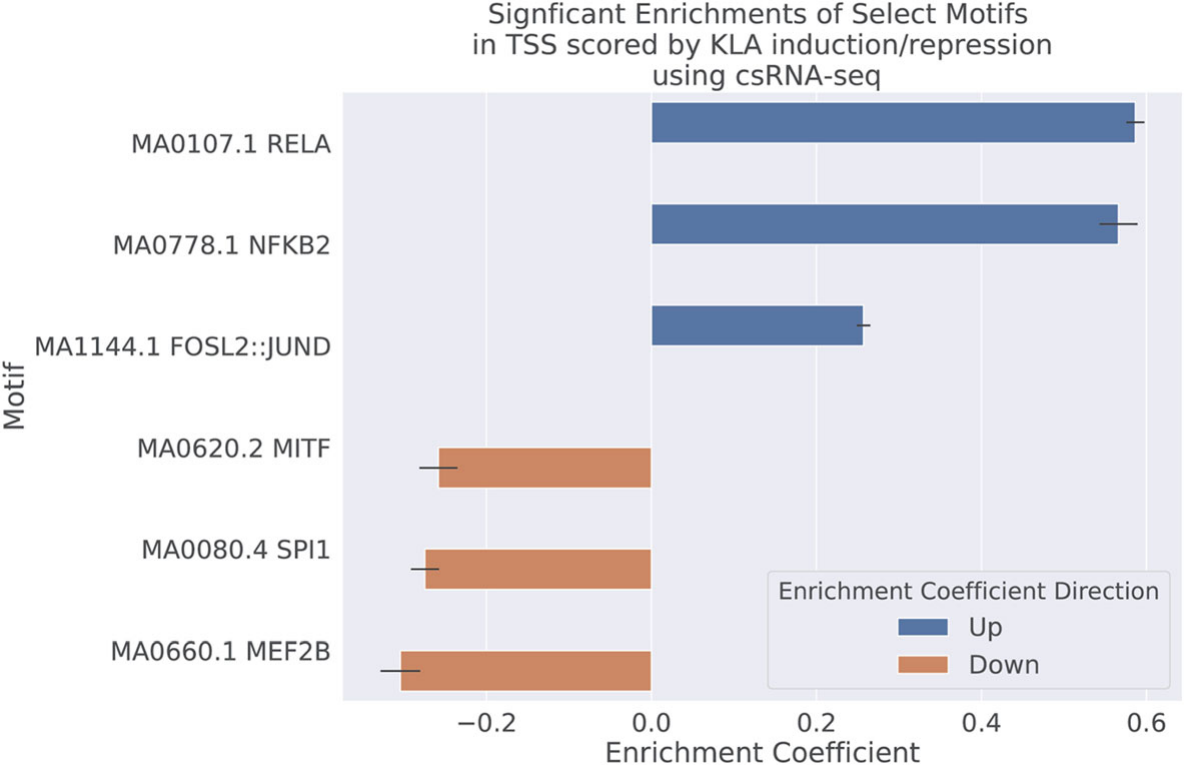
Logistic regression with covariates finds motifs for TFs mediating KLA response. Bar plot of significant logistic regression coefficients for select motifs on csRNA-seq TSS scored by differential nascent transcription signal between KLA stimulated and control conditions

### MEIRLOP identifies enriched TF binding motifs in DNase I hypersensitive sites

To further demonstrate the flexibility conferred by scored-based MEA, we used MEIRLOP to assign regulatory functions to TF motifs found enriched in DNase I Hypersensitive sites (DHS). Extensive chromatin profiling from ENCODE provides key information about the regulatory states at each DHS, although the levels of each chromatin modification are often correlated with the DNase hypersensitivity signal, which reflects the relative fraction of cells with open chromatin at that site in the population of cells [35, 36]. To identify DHS that are associated with specific epigenetic profiles independent of hypersensitivity levels, we computed composite scores across 235,220 DHS in K562 cells based on the log_2_ ratios of ChIP-seq coverage for the following scores: H3K27ac (active promoters and enhancers) over H3K27me3 (polycomb, repressive), reflecting active vs. repressed regulatory regions [7]; And H3K4me3 (promoters) over H3K4me1 (enhancers), reflecting DHS with promoter vs. enhancer characteristics [47]. Composite scores were derived from histone ChIP-seq coverage +/− 500 bp from the peak centers. To account for correlation of these scores with DNase hypersensitivity signal, we incorporated DNase-seq coverage +/− 75 bp from the peak centers as a covariate. We searched for motifs +/− 75 bp from the peak centers.

MEIRLOP analysis of the H3K4me3/H3K4me1 composite ratio identified motifs for several TFs with known roles in promoters or enhancers. MEIRLOP found the motifs for ELF1, NRF1, and YY1 in the top 10 significant enrichments for more promoter-like DHS with a greater ratio of H3K4me3 over H3K4me1 (Fig. 5a). This finding has precedence in a larger study by Anderson et al., which also found motifs for these TFs significantly enriched in promoters compared to enhancers [48].The transcription factor ZNF143 also acts as a promoter-bound transcriptional activator, suggested to bind next to POL2 [49, 50].

**Fig. 5:**
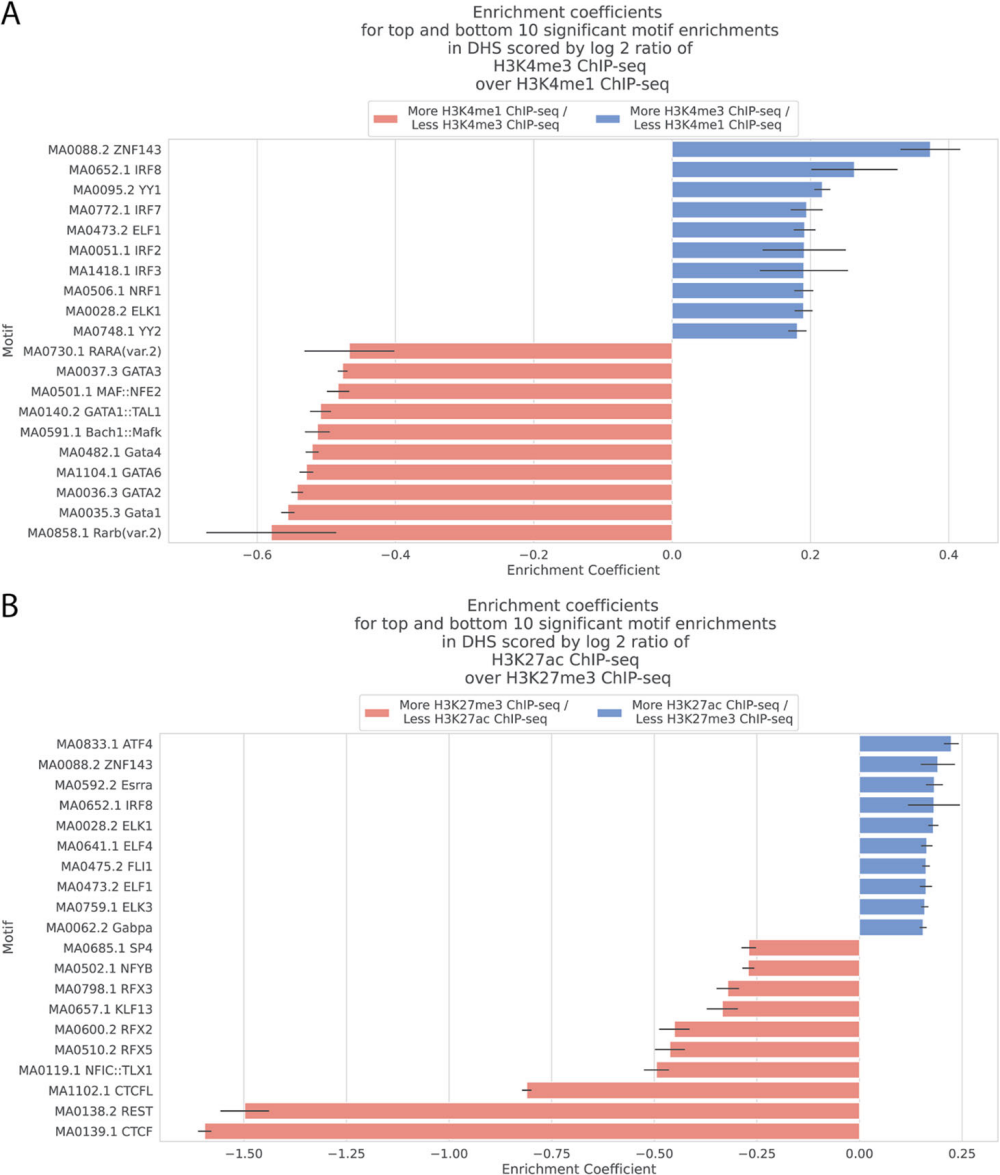
Logistic regression with covariates finds motifs for TFs associated with the ratios of different histone modifications over DHS. **a** Bar plot of enrichment coefficients for the top and bottom 10 most significantly enriched motifs associated with DHS scored by the log_2_ ratio of H3K4me3 over H3K4me1. Error bars represent the standard deviation of the enrichment coefficients. **b** Bar plot of enrichment coefficients for the top and bottom 10 most significantly enriched motifs associated with DHS scored by the log_2_ ratio of H3K27ac over H3K27me3. Error bars represent the standard deviation of the enrichment coefficients

In contrast, different sets of motifs were identified in enhancer-like DHS. Rye et al. previously found that NFE2 preferentially mapped to genomic regions marked with H3K4me1 compared to those marked with H3K4me3 [51]. DNA binding activity of GATA1 is correlated with H3K4me1, a histone marker for enhancers [48, 52]. However, the enhancer activity of DNA bound by GATA1 is associated with TAL1 co-binding [53, 54]. In keeping with these combined roles, MEIRLOP found a motif associated with binding of both TFs significantly enriched in DHS with greater ratios of H3K4me1 over H3K4me3 signal (enrichment coefficient = − 0.51, adjusted *p*-value < 0.01) (Fig. 5a). Significant enrichments for other GATA1-like motifs were also found enriched in DHS with greater H3K4me1 over H3K4me3 signal (Fig. 5a.).

Analysis of H3K27ac/H3K27me3 identifies the motifs of TFs that may contribute to highly active (high ratio) or repressed (low ratio) regions of chromatin. The high score for the ATF4 motif at active regions is consistent with the evidence that ATF4 recruits histone acetyltransferase [55]. At the other extreme, MEIRLOP found a binding motifs for CTCF and REST significantly enriched in more repressed DHS with higher levels of H3K27me3 over H3K27ac (enrichment coefficients ~ − 1.5, adjusted *p*-value < 0.01) (Fig. 5b). CTCF is an important factor in establishing 3D chromatin structure, while REST is a TF known to silence gene expression through chromatin remodeling [56, 57].

KLF13 (also known as BTEB3) represses transcription through interaction with histone deacetylases (HDACs) and competes with Sp1 for DNA-binding [58]. Notably, while MEIRLOP finds enrichment for a KLF13 binding motif associated with transcriptionally silenced chromatin (enrichment coefficient = − 0.33, adjusted p-value <1e-8) (Fig. 5b), it requires the additional DNase-seq signal covariate to do so: Running MEIRLOP with only dinucleotide-based covariates does not find a significant enrichment of this motif (enrichment coefficient − 4.8e-2, adjusted p-value = 0.18). This change in enrichment values is consistent with the moderate correlation of DNase-seq coverage and H3K27ac over H3K27me3 ratios across DHS (Spearman correlation coefficient = 0.51).

Overall, MEIRLOP found enrichments for TF motifs associated with key functional processes by analyzing DHS scored as a function of multiple sequencing assays, while also controlling for dinucleotide sequence bias and the quality of the DHS as a function of DNase-seq coverage. These enrichments are consistent with previous findings in the literature and known roles of the TFs binding to these motifs.

## Discussion

By incorporating covariates derived from low-level sequence bias (GC content, dinucleotide frequencies), MEIRLOP enables accurate score-based MEA that achieves accurate enrichment results. These results recapitulate the transcription factors involved in regulating transcriptional response to IFN-β stimulation. When applied to ENCODE TF ChIP-seq data, we find that our method performs just as well or better compared to multiple score-based MEA methods in recovering significant enrichment of the binding motif for the ChIPed TF. Combined with the faster execution of our implementation, this allows the application of our method in situations where researchers must analyze thousands of scored regulatory regions for motifs and TFs that can explain transcriptional regulation in differing conditions. Using a logistic regression model means that our method can also be extended to integrate covariates other than sequence composition, allowing researchers to control for variation in sequence length, batch effects, or systematic coverage biases found in control experiments.

Set-based MEA can remain applicable when the biological signal quantified across conditions for regulatory regions is bimodal, or when the signal can be thresholded into sizable sets of sequences. However, in scenarios where the list of significantly differentially regulated regions is small or the magnitude of regulation is weak, we demonstrated that score-based MEA can be sensitive enough to properly identify differential motif enrichment. But even where other score-based MEA methods may apply, we found that uneven distribution of GC content in the sequences analyzed obscured known biology from being recovered: If a researcher took results from methods that did not account for covariates at face value, then absent other evidence, they might conclude that homeobox transcription factors (with their GC-poor motifs) are more significant to transcriptional regulation of IFN-β response compared to interferon regulatory factors or STAT transcription factors.

We find that our method achieves accuracy similar to existing regression-based MEA methods on non-differential TF ChIP-seq data. TF ChIP-seq data quantifies the binding affinity of TFs to genomic regions, and so directly mirrors the assumption in AME’s regression-based methods that stronger binding motifs correlate with stronger binding. But even when applied to data that better reflects AME’s regression model, MEIRLOP remains competitive in both accuracy and runtime. Runtime improvements may result from: The use of a faster motif scanning algorithm provided by MOODS [24]; and the use of multithreading. However, the generalizability of the method may stem from its hybridization of set-based and score-based approaches: MEIRLOP treats motif presence as a Boolean variable and regulatory region activity as a continuous variable, rather than treating both as Boolean variables (as per a Fisher exact test) or both as continuous variables (as per regression). Since MEIRLOP takes arbitrary scores for regulatory region activity, it is able to analyze motif enrichments from novel sequencing methods, such as the recently developed csRNA-seq. However, reducing motif presence to a Boolean outcome variable can lead to loss of accuracy where motif matches may be inexact, e.g. where a modified TF does not bind as well to its canonical motif. Here, de novo motif finding methods can recover the true binding motif, then MEIRLOP can determine enrichment of this motif, as performed in Bloodgood et al. [59].

We demonstrated the flexibility of MEIRLOP in situations where the genomic regions quantified were scored using experimental assays that were different from those used to identify them: We found motif enrichments within DHS scored using composite measurements, as log_2_ ratios of histone ChIP-seq coverage across the DHS. MEIRLOP found multiple enriched motifs consistent with previous findings from the literature and with known roles of TFs corresponding to those motifs. This illustrates that MEIRLOP can determine motif enrichments along diverse scores of regulatory region activity, even where these scores may not have intuitive pre-defined thresholds due to their composite nature or relation to the genomic regions being analyzed. Furthermore, because MEIRLOP offers two-sided hypothesis testing, it enables researchers to investigate motifs enriched towards either extreme of such ratios in a single pass, instead of having to run a motif enrichment analysis tool twice to investigate both extremes. MEIRLOP’s ability to incorporate customized covariates also offers researchers further power to detect enrichments that are otherwise obscured by factors such as the quality of a DHS site, while also accounting for sequence bias. The combined flexibility from score-based motif enrichment and covariate control also serves MEIRLOP well when analyzing data from more recent sequencing strategies, including csRNA-seq. These examples indicate how MEIRLOP can serve researchers when performing motif-based analyses on data from newer techniques, where rule-of-thumb thresholds for set-based motif enrichment may not be fully established, enabling new findings.

## Conclusions

We have demonstrated that MEIRLOP can determine enrichment of sequence motifs where sequence bias or other covariates may confound other methods. To use MEIRLOP, researchers need only score genomic regions across a continuum of biological interest. These scores are flexible, and MEIRLOP’s two-sided enrichment can identify motifs enriched towards either extreme of log-ratios assembled from multiple sequencing experiments. Although MEIRLOP is confined to scoring the enrichment of a known motif library, future work will explore the de novo identification of motifs that maximize for enrichment based on MEIRLOP.

## Availability and requirements

**Project name:** MEIRLOP.

**Project home page:** https://github.com/npdeloss/meirlop

**Operating system(s):** Linux.

**Programming language:** Python 3.

**Other requirements:** Conda for installation and dependency management.

**License:** MIT License.

**Any restrictions to use by non-academics:** MIT License terms.

## Supplementary information

**Additional file 1: Figure S1.** Differential ChIP-seq of HCT116 cells before and after stimulation yields very few significantly differential peaks. **(A)** Volcano plot depicting Log_2_ fold change (Fold) and significance (negative of log *p*-value, neglogpval) of 20,087 peaks found using MACS2 and DiffBind for HCT116 cells with (*n* = 2) and without (*n* = 2) IFN-β stimulation. Peaks matching significantly differential criteria (FDR < 0.05, log 2 fold-change > 1.0) are highlighted in orange (*n* = 2).

**Additional file 2: Figure S2.** Logistic regression with covariates finds enrichment of IRF9 and STAT1::STAT2 binding motifs ahead of AT-rich homeobox binding motifs. **(A)** Top 10 significant enrichment results from our method, with and without covariates. Motifs are ordered as they appear in the HTML enrichment report output. **(B)** Top 10 significant enrichment results from other score-based MEA methods. Motifs are ordered as they appear in the HTML enrichment report output.

**Additional file 3: Table S3.** Table of ENCODE ChIP-seq datasets used. Contains detailed listings of ENCODE datasets used in results section “MEIRLOP achieves similar or better accuracy on TF ChIP-seq data”, including experiment accession IDs, download URLs, and the names of labs where the data were generated.

**Additional file 4: Table S4.** Table of ENCODE DNase-seq and histone ChIP-seq experiments used. Contains detailed listings of ENCODE datasets used in results section “MEIRLOP identifies enriched TF binding motifs in DNase I Hypersensitive Sites”, including experiment accession IDs, download URLs, and the names of labs where the data were generated.

## Data Availability

The ENCODE TF ChIP-seq datasets analysed in this study are available in the ENCODE repository, at https://www.encodeproject.org/ (doi: 10.1038/nature11247.). Detailed listings, including experiment accession IDs, download URLs, and the names of labs where the data were generated, are available in supplementary Table S3. Other ENCODE DNase-seq and histone ChIP-seq datasets in this study are also available in the ENCODE repository, at https://www.encodeproject.org/ (doi: 10.1038/nature11247.). Detailed listings, including experiment accession IDs, download URLs, and the names of labs where the data were generated, are available in supplementary Table S4. JASPAR 2018 CORE vertebrate non-redundant motif set file used in this study is available from the JASPAR 2018 archive download page, at http://jaspar2018.genereg.net/downloads/ [4]. The differential stimulation H3K27ac datasets used and/or analysed during the current study are available under GEO accession GSE147707. The code for MEIRLOP is available from its Github repository at https://github.com/npdeloss/meirlop, and can be installed through the Anaconda software distribution platform (for 64-bit Linux systems) with the command: “conda install -c bioconda -c conda-forge -c npdeloss meirlop” [20].

## Abbreviations

AME: Analysis of Motif Enrichment, software package
ChIP: Chromatin Immunoprecipitation
ChIPed TF: The transcription factor that is the immunoprecipitation target of a ChIP-seq assay; the ChIP-seq target transcription factor
CpG: Cytosine-phosphatase-Guanine
ENCODE: Encyclopedia of DNA Elements
FDR: False Discovery Rate
GC content: Guanine-Cytosine content
GSEA: Gene Set Enrichment Analysis, software package and method
H3K27ac: Histone H3 lysine 27 acetylation
IFN: Interferon
IRF: Interferon Regulatory Factor
ISGF3: Interferon-stimulated gene factor 3
KLA: Kdo2-lipid A
LPS: Lipopolysaccharide
MACS2: Model-based Analysis of ChIP-Seq, software package
MEA: Motif Enrichment Analysis
MEIRLOP: Motif Enrichment in Ranked Lists Of Peaks, software package
PWM: Position Weight Matrix
STAT: Signal Transducer and Activator of Transcription
TF: Transcription factor
TSS: Transcription Start Site

How the deposited data were processed for this re-analysis (not part of the article)

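H3K27ac ChIP-seq was carried out by the authors in HCT116 cells, with 2 libraries after IFN-β, 2 unstimulated control libraries and 1 input library. The files used here hold a single table of 20087 peaks, which the authors made with FastP, bowtie2, MACS2, DiffBind and DESeq2, and the paper's text does not name their versions. Its log2 signal columns are, as the authors deposited them, the log2 of mean normalized reads per peak over all H3K27ac libraries and over the 2 libraries of each group, normalized by DiffBind for library size. The log2 fold-change is the difference between the IFN-β and control values, and this was checked on the table. The p-value column is the authors' DESeq2 p-value, and the FDR column was adjusted by the authors' tools over the 8404 peaks with the highest mean signal, with 1 given to the rest. The table holds no value per library, so no test between libraries was run here. A value quoted from the authors' deposited table is theirs.

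The sequence names of the table were matched to the GRCh38 reference, and the annotation was GENCODE release 44. Sequences were taken with samtools 1.23.1 and pysam 0.24.0 within 500 bp of each peak's center. All other steps were written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9. The covariates were the principal components that together hold 99% of the variance of the 16 dinucleotide frequencies. The presence of each motif on either strand was regressed on the standardized log2 fold-change by logistic regression with a Wald test, with and without the standardized components. The fit was checked against statsmodels 0.14.6. The motifs were 10 consensus sequences, among them the ISRE core, a longer ISRE consensus, the homeobox core, and AP-1, CRE, E-box, GC box, ETS and NRF1 sites. Among those reported here, CRE (TGACGTCA) had a coefficient of 0.128 with covariates and E-box (CACGTG) of -0.0478, with Benjamini-Hochberg adjusted p-values of 0.0183 and 0.0443 (n = 20087 peaks). Neither the JASPAR matrices nor MOODS was used here. Dyads found in at least 100 peaks stood in for the motif database, with reverse complements merged. Permutation tests used 100000 permutations, except 10000 for the correlation with GC content and 10000 random gene lists. The random lists were matched on 10 parts of mean signal. Peaks were treated as independent units in the Wald, Fisher's exact and permutation tests, so these tests carry no uncertainty from the small number of libraries. Repeated sequence was measured as the share of a peak's 31-mers that occur more than once in the reference, within the same peak or elsewhere.

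The comparisons, the list of 51 interferon-stimulated genes and the rule for naming peaks were set before the data were examined. Named are the peaks past the paper's thresholds, the 5 peaks with the lowest p-values in each direction with their nearest genes, listed interferon-stimulated genes with a peak within 5 kb of a transcription start site and a p-value under 0.05, the consensus motifs, and the 3 dyads with the highest coefficients with and without covariates. Dyads named for their correlations were chosen after their values were seen. Some peaks and motifs under this rule are not reported here. Alternatives changed the FDR adjustment, the thresholds, the sequence window, the motif definition, the score, the covariates, the peaks included, the distance to genes and the number of GC bins.

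On simulated motifs with known coefficients and the real covariates, the 95% intervals held the true coefficient in 95.5% of 200 motifs with covariates and in 30.0% without them. In 10 sets of 300 dyads with simulated scores, the raised dyad ranked first in 10, and 5.85% of the other dyads had a p-value under 0.05. These sets were much smaller than the 31558 dyads ranked by coefficient, where 27 dyads stood above the ISRE core with covariates. The simulation therefore does not test that ranking, and the effect of rare dyads on it was not simulated. For the centring of log2 fold-changes described under the alternatives, standard errors were taken as the size of the log2 fold-change divided by the normal quantile of the authors' p-value, which is approximate. On simulated tables with 200 peaks raised by a log2 of 2.5, 97.0% were called after centring and 92.5% without it, and 5 unchanged peaks were called after centring. Most named peaks near listed genes rose by less than this after centring, and the share called at such sizes was not simulated.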

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

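Among the tests given here, the gene list relative to GC bins and the comparison of bases at a fixed distance were chosen only after the result was seen. For the latter, the identity values were known before the comparison with random peaks was made.

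The first result is a difference at genes outside those the paper discusses. The 41 listed interferon-stimulated genes with a nearby peak had a median log2 fold-change of 0.43 while the other genes had -0.75, and 40 of the 41 lay above the median of the other genes. The list was fixed beforehand, and the median stayed above every one of 10000 random lists for peaks within 1 kb, within 20 kb (median 0.20) and for the highest peak of each gene. A difference in GC content is argued against as the whole explanation. Relative to peaks of like GC content, the median of the list was 1.19, and the highest of 10000 random lists reached 0.16. A uniform scaling difference between the groups moves all peaks alike and cannot separate the list from the rest. The random lists were matched on mean signal. What stays open is a difference between batches or between the 2 libraries of a group, which group values cannot show. By their labels the IFN-β libraries were also taken 1 h later than the control, and an effect of that time stays open. A rise of H3K27ac at these genes in response to IFN-β is a hypothesis that may account for the difference, and it was not tested on other samples. In the authors' deposited table no peak of the list had an FDR under 0.05, 6 had an FDR under 0.1, and 13 had an unadjusted p-value under 0.05.

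The second result is a peak on the unplaced contig KI270466.1 (565 to 1565) that the paper does not report. The authors' deposited table gives it a log2 signal of 5.57 with IFN-β and the lowest control value, hence a log2 fold-change of 5.74. Its DESeq2 FDR is 1 in the authors' deposited table because its mean signal is below the level at which the adjustment starts, and adjustment over all peaks gave 0.00399. It resembles the 2 peaks past the thresholds. If sequence in more than 1 copy were the explanation, most 31-mers of a peak would recur in the reference. This was narrowly met by the chromosome 3 peak, at 50.5% (14 of 500 random peaks were as high), and was not met by the KI270467.1 peak, at 27.2% (49 of 500). The KI270466.1 peak had 16.3% (93 of 500). A further peak on KI270467.1 (754 to 1754), with the lowest control value and a log2 fold-change of 4.01 in the authors' deposited table, had 23.4% (69 of 500). It is named here after its values were seen. The contig peaks thus lie below the share that copies would give and above the 0% median of random peaks. Peaks at the lowest control value or with a log2 fold-change above 1 were left out of the random draw. Of the 460 left-out peaks at the lowest value in both groups, 457 were over 50%. High shares are therefore more common over all peaks than the counts out of 500 show. Among all 32 peaks with control at its lowest value and IFN-β above its own, which include these 4, the median was 81.1% and 24 were over 50%. Sequence in more than 1 copy therefore stays open for the contig peaks. Bases 42 bp apart were identical at 48.3% of positions in the chromosome 3 peak, 71.7% in the KI270467.1 peak and 77.0% in the KI270466.1 peak. Of 500 random peaks, 4, 1 and 1 were as high at their own best distance, and their median was 32.5%. A candidate explanation is that these peaks lie in a diverged tandem repeat, where reads may be placed with less certainty. A repeat in the reference is the same for both groups and so does not by itself account for signal in the IFN-β group only. Over all peaks, 507 sat at the lowest IFN-β value, 492 at the lowest control value and 460 at both. Peaks with signal in the control group only thus also occurred. Contaminating DNA in a library, the handling of the input and a response of this sequence to IFN-β were not tested.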

How the results depend on the processing

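The alternatives added after the data were examined were the centring of the log2 fold-changes, the count without unplaced and other sequences, the fits without the 2 peaks past the thresholds or without peaks at the floor, the ranks by correlation, the bootstrap ranks by the Wald statistic, and the gene list relative to GC bins. The remaining alternatives were set beforehand. Over 16 results, 55 alternatives were run, 44 planned and 11 added. In 48 of them the result kept its direction and its side of the threshold, or stayed within 1.5 times its value for a count. For the ranks among dyads, the sign and the adjusted p-value were judged and not the rank. Ranking by the Wald statistic could there only count as kept.

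The ISRE core coefficient with covariates was positive with a Wald p-value under 0.05 in all 14 alternatives, from 0.0627 with 1 mismatch allowed to 0.566 with the longer consensus. Without covariates it ranged from 0.271 to 0.486 over 11 alternatives. The coefficient without the peaks at the floor was 0.177 with covariates.

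The number of peaks with increased H3K27ac was not stable. From 2 it became 9 at an FDR under 0.1, and 1 when counted on the autosomes and sex chromosomes only. After centring the log2 fold-changes on their median, it became 10 with adjustment over all peaks and 8 with adjustment over the peaks the authors adjusted. It was 3 with adjustment over all peaks and no centring, and 2 with any positive log2 fold-change. The higher counts at an FDR under 0.1 follow from the looser threshold, and the count of 1 from leaving out the peak on KI270467.1. Centring removes a shift of -0.69. Of the 10 peaks called after it over all peaks, 5 lay near listed interferon-stimulated genes, 6 held the ISRE core, and 2 lay on unplaced contigs. The centred standard errors are approximate, and 202 higher and 20 lower peaks had an unadjusted p-value under 0.05 after centring, fewer than 5% of the table.

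Merging reverse complements in the dinucleotide frequencies gave 6 components in place of 11, since 10 frequencies remain in place of 16. The odds ratio of the ISRE core in the set-based test was 13.6 in the 25 peaks with an unadjusted p-value under 0.05 and a positive log2 fold-change (Fisher's exact test p = 7.81e-10), against 7.60 in the 2 peaks past the thresholds, where p was above 0.05. A set of 2 peaks gives this test little to work with. By coefficient, the mean bootstrap rank of the ISRE core differed by -0.79 of a rank with covariates, and by the Wald statistic it was higher by 0.01. By coefficient the rank with covariates was lower in 61 samples and higher in 26, which are redraws of the same peaks. The ranks by the Wald statistic averaged 578.99 without covariates and 579 with them, at the ceiling of 579 motifs, so this alternative leaves no room for a difference and does not speak against the ranks by coefficient.

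Of 23 single peaks compared, 1 newly passed an adjusted p-value of 0.05 with adjustment over all peaks, and 8 after centring over all peaks. The 23 include the peaks at PNPT1 and TPD52, which fall outside the naming rule. They were chosen because they passed after centring, and so they are among those 8 by construction.

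No paired analysis was possible because the table holds group values and no value per library. For the same reason the alternatives set beforehand that leave out each replicate or add a replicate block were not run, and a dependence of the count of increased peaks on 1 library cannot be excluded. The depth of the data limits the authors' test most at low signal, where 11683 peaks were left out of their adjustment.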

Differences from the paper's values

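The number of peaks, their median length and the number of increased peaks were read from the authors' deposited table with the paper's thresholds. Their match with the paper was thus fixed in advance. The number of components, computed here from the sequences, was 11, the number the paper gives. The differences given next concern directions, and they compare a consensus sequence with the paper's matrices, which is not the same measure. The paper states that the IRF9 motif ranked slightly higher without covariates. The ISRE core had percentile rank 99.7 among dyads without them and 99.9 with them. Over 100 bootstrap samples with 579 motifs, its mean rank was 574.1 without covariates and 573.3 with them. The rank with covariates was lower in 61 samples, higher in 26 and equal in 13. This is the direction the paper gives for IRF9, but the samples are redraws of the same peaks, so the counts are not independent. Ranked by the Wald statistic, an alternative chosen after seeing the values, the core sat at or next to the highest possible rank with and without covariates, so that no direction can be read from it. For the methods of AME, which were not run here, the paper states that IRF9 did not reach the top results. By the Pearson and Spearman correlations with presence or absence, which is not the motif strength that AME uses and was added after seeing the data, the ISRE core had ranks 31557 and 31554 of 31558 dyads.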

Other observations

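The tests of a few peaks taking most of the counts and of scaling to library size alone were chosen only after the result was seen.

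The log2 fold-changes of all peaks were centered below 0, with a median of -0.69. At an unadjusted p-value under 0.05, the authors' deposited table has 0.531% of its calls on the higher side, and after centring 91.0% of calls were on that side. A single high peak taking the reads of the others is argued against, since the highest IFN-β peak holds 0.441% of the summed signal. A bias of GC content alone is argued against too, since the highest median among 10 parts by GC content was -0.47. If the difference came from scaling to library size alone, the median would equal the -0.42 of peaks at the floor in both groups, but it lay further below by a log2 difference of -0.27. A lower share of reads in peaks in the IFN-β libraries and a general loss of H3K27ac after IFN-β both stay open, as group values cannot separate them. An effect of the 1 h between the groups in the sample labels stays open too. A uniform offset would not change the standardized score used for motif enrichment, but the median also varied with GC content, which does change scores and ranks.

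In 460 peaks both groups sat at their lowest value. The median share of repeated 31-mers in these peaks was 97.8%, and 457 of them were over 50%. The median share was 0% over 500 random peaks, drawn without peaks at the lowest control value or with a log2 fold-change above 1. A candidate explanation is that reads falling in these repeated sequences were left out when reads were counted in peaks. The paper's text does not name a filter on mapping quality, and no biological explanation was tested. These peaks carry a log2 fold-change of -0.42 from their floor values alone.

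The enrichment of the ISRE core toward higher log2 fold-changes was tested against its base composition. The highest coefficient among the 27 dyads with the same bases was 0.0519 with covariates, below that of the core. Neither was it carried by a small number of peaks with extreme scores, since ranks in place of the log2 fold-changes gave a coefficient of 0.164. A response of ISRE-containing elements to IFN-β may underlie it, as a hypothesis tested on the same data. The spread between libraries, a difference between batches and the 1 h between the groups in the sample labels stay open.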
